# The role of inositol 1,4,5-trisphosphate 3-kinase A in regulating emotional behavior and amygdala function

**DOI:** 10.1038/srep23757

**Published:** 2016-04-07

**Authors:** Sooyoung Chung, Il Hwan Kim, Dongmin Lee, Kyungjoon Park, Joo Yeon Kim, Yeon Kyung Lee, Eun Joo Kim, Hyun Woo Lee, June-seek Choi, Gi Hoon Son, Woong Sun, Ki Soon Shin, Hyun Kim

## Abstract

Inositol 1,4,5-trisphosphate 3-kinase A (IP_3_K-A) is a molecule enriched in the brain and neurons that regulates intracellular calcium levels via signaling through the inositol trisphosphate receptor. In the present study, we found that IP_3_K-A expression is highly enriched in the central nucleus of the amygdala (CeA), which plays a pivotal role in the processing and expression of emotional phenotypes in mammals. Genetic abrogation of IP_3_K-A altered amygdala gene expression, particularly in genes involved in key intracellular signaling pathways and genes mediating fear- and anxiety-related behaviors. In agreement with the changes in amygdala gene expression profiles, IP_3_K-A knockout (KO) mice displayed more robust responses to aversive stimuli and spent less time in the open arms of the elevated plus maze, indicating high levels of innate fear and anxiety. In addition to behavioral phenotypes, decreased excitatory and inhibitory postsynaptic current and reduced c-Fos immunoreactivity in the CeA of IP_3_K-A KO mice suggest that IP_3_K-A has a profound influence on the basal activities of fear- and anxiety-mediating amygdala circuitry. In conclusion, our findings collectively demonstrate that IP_3_K-A plays an important role in regulating affective states by modulating metabotropic receptor signaling pathways and neural activity in the amygdala.

Inositol 1,4,5-trisphosphate 3-kinases (IP_3_Ks) are the most active inositol phosphate kinase detectable in mammals and play a role in the rapid metabolization of the inositol 1,4,5-trisphosphate (IP_3_) pool generated by the activation of phospholipase C (PLC)-coupled membrane receptors^1^. Rapid clearance of IP_3_ stops intracellular calcium release from the endoplasmic reticulum (ER) where IP_3_-sensitive calcium channels are located. Therefore, IP_3_Ks modulate intracellular calcium signaling induced by the activation of G-protein coupled receptors (GPCRs) associated with PLC. Mammals have three IP_3_K genes expressed in specific spatial distributions; therefore, gene expression produces different phenotypes in different cells and tissues^2^. Over-expression of IP_3_K consistently suppresses IP_3_–evoked increases in intracellular calcium in response to an agonist, whereas deletion or inactivation of different genes elicits diverse phenotypes depending on cell type. IP_3_K-A was the first IP_3_K purified and identified from rat brain and is expressed in discrete neuronal populations in mammalian forebrain structures^3^. Recent studies revealed that neuronal IP_3_K-A plays a novel role in cytoskeletal reorganization, interacting with F-actin and microtubules, which modulate neuronal plasticity^4^,^5^. For example, IP_3_K-A is enriched in dendritic spines of mature neurons and modulates actin dynamics in the hippocampus. Additionally, genetic deletion of IP_3_K-A produces deficits in long-term potentiation (LTP) in the dentate gyrus and impairs memory performance in the novel object recognition test. However, deletion did not affect spatial learning in the Morris water maze^6^,^7^.

The amygdala is required for processing and expressing emotional information, and its dysregulation is associated with emotional dysfunction^8^,^9^. The amygdala is a prime target for treating anxiety-related disorders because it couples sensory stimuli and outputs to effector regions involved in behavioral responses^10^. The amygdala contains several subnuclei with phenotypically distinct neuronal populations, each of which potentially plays a unique role in processing stress and other fear-related stimuli^8^,^11^. The basolateral nucleus of the amygdala (BLA) is highly enriched in glutamatergic principal neurons and is required for associative learning. The central nucleus of the amygdala (CeA) primarily consists of GABAergic medium spiny neurons and controls the processing and expression of emotion. The CeA constitutes the major outputs of the amygdala and mediates autonomic and behavioral correlates of fear and anxiety^12^,^13^. Growing evidence also shows that metabotropic receptor signaling mediates the cross talk and neural circuitry-dependent actions of neuropeptides and neurotransmitters that play modulatory and integrative roles in the cellular and molecular basis of emotion^14^,^15^.

Although IP_3_K-A is abundantly expressed, its role in the amygdala is still elusive. Given the findings on the IP_3_K-A knockout (KO) mice in hippocampus-dependent learning, we hypothesize that amygdala IP_3_K-A may play a role in the association between environment and emotion. Thus, we characterized molecular signatures of the amygdala in IP_3_K-A KO mice and examined the functional consequences of IP_3_K-A KO through electrophysiology and behavioral assessments.

## Results

### Amygdala expression of IP_3_K-A

In adult mice, IP_3_K-A is expressed in the forebrain, and our preliminary results indicated that the amygdala had abundant expression of IP_3_K-A gene transcripts^2^,^3^. We found that IP_3_K-A protein expression is highly enriched in the amygdala; immunoreactivity is particularly strong in the CeA and BLA (Fig. 1a). To identify cells expressing IP_3_K-A, we examined co-localization of IP_3_K-A with markers of specific cell types using immunohistochemistry. IP_3_K-A colocalized with NeuN but was barely detectable in glial fibrillary acidic protein (GFAP)-positive cells, indicating that IP_3_K-A is primarily expressed in neurons rather than glia in the amygdala (Fig. 1a). In the CeA, IP_3_K-A primarily colocalized with GAD67-positive GABAergic interneurons, whereas most IP_3_K-A in the BLA was in CAMKIIα-positive excitatory pyramidal neurons (Fig. 1b). To determine whether IP_3_K-A regulates neuronal activity, we compared amygdala c-Fos expression in WT and KO mice. C-Fos expression was reduced in the BLA and CeA of KO mice (Fig. 1c); therefore, IP_3_K-A may regulate amygdala function by affecting the excitatory and inhibitory components of the intra-amygdaloid circuits.

### Genome-wide amygdala mRNA expression in IP_3_K-A KO mice

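Amygdala RNA was measured on GeneChip Mouse Gene 2.0 ST arrays, which read the transcripts of most mouse genes with sets of short probes, in 3 WT and 3 IP_3_K-A KO pools. According to the methods, the tissue came from male WT and KO littermates of C57BL/6N background aged 10 to 15 weeks. The pooled samples were made from 6 to 8 mice per genotype from 3 litters, and 200 ng of RNA was amplified and labeled. The wording of the methods leaves open whether 6 to 8 mice entered each pool or all pools of a genotype. The deposited table holds 1 value per probe set and array for 41345 probe sets. The submitters' processing notes name GCOS and RMA, which corrects the probe intensities for background, gives all arrays the same distribution and summarizes the probes of a set; the values run from 1.57 to 13.78 and were read as log2 intensities. The medians of the 6 arrays lay between 6.49 and 6.52. Correlations between arrays, across probe sets, lay between 0.988 and 0.993, and no 2 arrays shared more than 40 identical values. The number of arrays limits the precision of every comparison. The annotation paired 23521 probe sets, covering 22180 genes, with exactly 1 gene symbol, and these were tested. The 1814 probe sets with several symbols and the 16010 that it does not list were left out, so some genes of the paper have no value here. KO was compared with WT with limma, and p-values were adjusted with the Benjamini-Hochberg method over all probe sets tested. Probe sets were also counted at the thresholds of the methods, a fold change over 1.2 at an unadjusted p under 0.1, by limma and by the Student's t-test that the methods name. An exact permutation test of 3 pools against 3 cannot give a p under 0.1. Of 26 gene lists fixed before the data were examined, 23 were tested as groups with limma's camera at a preset inter-gene correlation of 0.01, with 1 probe set per gene. The genes labeled in Fig. 2c and the list of other genes the paper names were not tested as groups. The list of IP_3_ kinases was not either, since it had fewer than 5 measured genes.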

Because reduced c-Fos expression is associated with changes in amygdala gene expression, we compared genome-wide mRNA expression from amygdala tissue of WT and KO mice using microarrays. 

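Itpka, which encodes IP_3_K-A, had the largest change of all probe sets tested. Its log2 intensity was 8.90 ± 0.06 (SD, n = 3 pools) in WT and 6.89 ± 0.11 (SD, n = 3 pools) in KO. This is a log2 fold change of −2.02 (SE 0.08, adjusted p = 2.6e-04 from limma), or 4.05-fold lower in KO. Every KO pool lay below every WT pool (two-sided exact permutation test, p = 0.1, the smallest that 3 pools against 3 allow). Where the probes of this set lie relative to the deleted part of the gene is not settled by the sources used here. Vmn1r129, a vomeronasal receptor gene, was the other gene past an adjusted p under 0.05. Its log2 intensity was 3.97 in WT and 4.96 in KO, both low on these arrays, a log2 fold change of 1.00 (SE 0.08, adjusted p = 0.027 from limma). Vmn1r129 lost this call under the test of the methods (adjusted p = 0.463) and when any 1 pool other than WT 1 was left out (adjusted p = 0.096 to 0.273 from limma). The genes with the next smallest p in the higher direction and no overlap between groups were Sly, Vmn1r94, Pla2g4e, Sugct, Vmn1r121, Astx5, Olfr657, Srsy and Pramel34. Those in the lower direction were Ivd, Defb42, Olfr1340, Olfr968, Ly6g, Stfa2, Mall, B2m and Olfr342. None of these passed the adjusted test, although Sly, a multi-copy gene of the Y chromosome active in sperm cells, had a log2 fold change of 1.96 (adjusted p = 0.056 from limma) on its most changed probe sets and of 0.29 on the least changed of its 3 distinct ones. The brightest probe set of Sly lay at a log2 intensity of 3.12 in WT and 5.07 in KO, both low on these arrays. At the thresholds of the methods, 738 probe sets passed by limma, 318 higher and 420 lower in KO, and they covered 667 genes when 1 probe set was taken per gene. With the test of the methods 452 passed, 208 higher and 244 lower, and 0 passed after adjustment. At an unadjusted p under 0.05, 1567 probe sets passed by limma, where 1176 would by chance, and 1510 by the test of the methods. Groups did not overlap in 3205 probe sets (13.6%), where chance gives 10%. Where probe sets vary together, an excess over such chance values can arise without an effect of genotype. A split of the arrays that mixed the genotypes, WT 1, WT 3 and KO 3 against the rest, put 849 probe sets past the thresholds of the methods by limma. On simulated values with the spread of these arrays, limma called 91 of 100 genes changed by a log2 of 1 and 53 of 100 changed by 0.5. The simulation drew genes independently and changed many at once, which eases the adjusted test, so these shares do not carry over to the real arrays. There Pla2g4e, at a log2 fold change of 0.88, and Ivd, at −0.60, did not pass (adjusted p = 0.27 and 0.35 from limma).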

We identified 265 differentially expressed gene (DEG) transcripts and categorized the DEG sets by canonical pathway and biological function/disease using Ingenuity Pathway Analysis (IPA) software. Enrichment analyses of DEGs revealed that important signaling pathways could be significantly altered by loss of IP_3_K-A, including chemokine receptor signaling, MAPK, GPCR (cyclic adenosine monophosphate [cAMP] and PLC-mediated signaling), and Rho family GTPase signaling pathways (Fig. 2a). These pathways are downstream of metabotropic receptor-initiated signals mediating various neurotransmitters, neuropeptides, and growth factors. 

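Of the genes of chemokine and MAPK signaling, few passed the thresholds of the methods by limma, and their shares were not set apart from those of other genes. Among 41 chemokines and chemokine receptors, Ccr3, a receptor of eosinophils, was higher in KO (log2 fold change 0.35, SE 0.07) and Ccl17, a T cell attractant, was 0.32 higher (SE 0.11). Among 41 genes of MAPK signaling, Dusp1, a phosphatase that inactivates MAP kinases, was the 1 gene past the thresholds by limma, and 0 were by the test of the methods. Its log2 intensity was 8.48 ± 0.28 (SD, n = 3 pools) in WT and 8.19 ± 0.01 (SD, n = 3) in KO, a log2 fold change of −0.30 (SE 0.13) that was −0.15 without WT 1. The shares past the thresholds by limma were 4.88% of the chemokine list and 2.44% of the MAPK list, against 3.00% and 3.01% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.776 for chemokines and 1 for MAPK signaling). Of 17 mismatch repair genes, 13 were higher and 4 lower, and Pcna, the sliding clamp of DNA polymerases, was higher by a log2 of 0.30 (SE 0.09). As groups, none of these 3 lists shifted (camera adjusted p = 0.99 for chemokines, 0.97 for MAPK signaling and 0.118 for mismatch repair, which passed with array weights at 0.0383 and without WT 2 at 0.0410). No gene of the 3 lists passed the adjusted test over all probe sets. Adjusted over the list alone, Ccr3 did (adjusted p = 0.036 from limma), at a log2 intensity of 3.25 in WT and 3.60 in KO, both low on these arrays. Of the 41 chemokine genes, 8 had an unadjusted limma p under 0.05 in either direction, against 1446 of all 22180 genes. A test of changes in either direction (fry, mixed), which does not compare the list with other genes, gave an adjusted p of 0.0012 for chemokines, 0.43 for MAPK signaling and 0.222 for mismatch repair. The lists were drawn up from general knowledge and are not the gene sets of IPA, which were not used here. The paper tests the overlap of its DEGs with IPA's pathways and proposes from the enriched pathways that loss of IP_3_K-A altered these signals, which it places downstream of metabotropic receptors.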

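Genes of cAMP and G protein signaling were lower in KO as a group, while genes of MAPK and PLC signaling went both ways. Of 47 measured cAMP and G protein genes, 29 were lower and 18 higher in KO, with a median log2 change of −0.03 (camera adjusted p = 0.024; adjusted p = 0.67 with an estimated correlation). Past the thresholds of the methods, by limma and by the test that they name, were Gpbar1, a bile acid receptor that raises cAMP (log2 fold change −0.29, SE 0.08), the transducin subunit gene Gnat1 (−0.31, SE 0.10) and the G protein subunit gene Gng7 (−0.36, SE 0.13, and −0.24 without KO 1). Of the 47 genes, 8 are also markers of striatal projection neurons, the main cell type of the tissue next to the amygdala (Adcy5, Drd1, Drd2, Gnal, Gng7, Pde10a, Pde1b and Rgs9). The paper describes the neurons of the central amygdala as mainly GABAergic medium spiny cells. The arrays do not tell whether transcripts of these 8 genes came from the amygdala or from neighboring tissue. Without these 8, the camera adjusted p was 0.267 and the median log2 change −0.004; they were left out after the values were seen. Of 27 measured striatal markers, 26 were lower and 1 higher in KO, with a median log2 change of −0.17 (camera adjusted p = 5.2e-05; adjusted p = 0.68 with an estimated correlation). These markers did not separate the groups pool by pool: they were high in WT 1, WT 2 and KO 3 and low in WT 3, KO 1 and KO 2. Without WT 1, KO 1 or KO 2, or with array weights, the cAMP list was no longer past the test. Of 63 genes of PLC, IP_3_ and calcium signaling, 36 were higher and 27 lower, with a median log2 change of 0.01 (camera adjusted p = 0.188). Of the 41 MAPK signaling genes, 22 were higher and 19 lower, with a median of 0.01 and a mean of −0.01; the direction of their test turned when quantile normalization was repeated and when dim probe sets were left out.

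**Figure D1:**
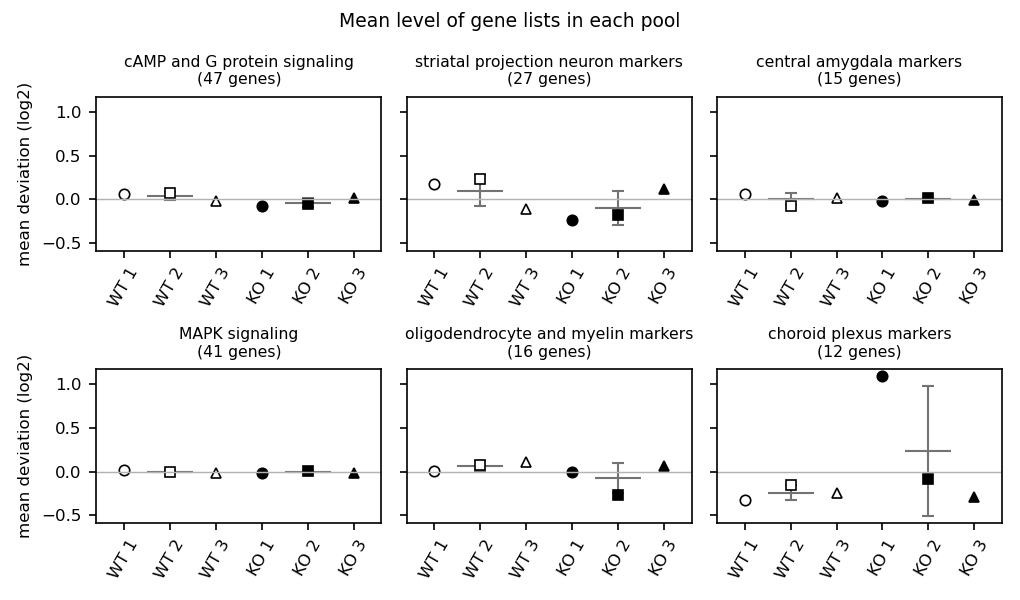
Mean deviation (log2) of the genes of 6 lists from their mean over all arrays, for each pool; points are pools, and bars give the mean ± SD of the 3 pools of a genotype. The striatal markers and the cAMP genes share the order of the pools, with WT 3 among the low and KO 3 among the high pools. The 2 lists have 8 genes in common, which enter both means. The shared order therefore says nothing about the other cAMP genes.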

Key signal transduction pathways (including MAPK and GPCR pathways) were biased toward inhibition (Activation Z-scores: MAPK/ERK, −2.120; MAPK/p38, −2.380; cAMP-mediated signaling, −1.633; PLC-mediated signaling, −1.516). 

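The genes with the smallest p among those of PLC, IP_3_ and calcium signaling were higher in KO. Chp1, a calcium-binding protein gene related to calcineurin B, was 5.93 ± 0.09 (SD, n = 3 pools) in WT and 6.61 ± 0.43 (SD, n = 3) in KO on the log2 scale, and it lies 5 genes from Itpka on chromosome 2. Trhr, the receptor of thyrotropin-releasing hormone, had a log2 fold change of 0.33 (SE 0.14) with overlapping groups, which was 0.22 without KO 1. Chrm3, a muscarinic acetylcholine receptor that acts through PLC, had a log2 fold change of 0.16 (SE 0.06), and Plch1, a phospholipase C gene, of 0.20 (SE 0.09, and 0.11 without KO 1), both under the 1.2-fold threshold. Of the genes in this list, 2 passed the thresholds of the methods by limma, Chp1 and Trhr, and by the test that the methods name only Chp1 did. By limma this is a share of 3.17% against 3.01% of the other genes (Fisher's exact test, two-sided, adjusted p = 1); 0 passed after adjustment over all probe sets or over the list alone, while 3 had an unadjusted limma p under 0.05. The paralogs of the deleted kinase did not pass the thresholds. Itpkc had a log2 fold change of 0.06 and Itpkb of 0.01, whose sign turned when quantile normalization was repeated.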

When examining annotation of related biological function/disease, we found significant alterations in GPCR- and calcium-related signaling pathways that corresponded with the identified functions of IP_3_Ks in the canonical pathway (Fig. 2b). Importantly, a subset of genes related to anxiety-like behaviors and psychiatric illness (e.g., post-traumatic stress disorder [PTSD] and addiction) was significantly enriched in our DEG set. 

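Among genes related to anxiety and fear, the receptor gene Crhr1, which mediates responses to corticotropin-releasing hormone, was lower in KO, and the GABA_A_ receptor subunit gene Gabra3 was higher. Crhr1 was 8.34 ± 0.08 (SD, n = 3 pools) in WT and 8.07 ± 0.05 (SD, n = 3) in KO on the log2 scale, or 1.21-fold lower. Gabra3 was 11.00 ± 0.03 (SD, n = 3) in WT and 11.24 ± 0.03 (SD, n = 3) in KO, or 1.18-fold higher. The log2 fold change was −0.22 (SE 0.07) for the delta opioid receptor gene Oprd1 and −0.25 (SE 0.10, and −0.15 without KO 1) for the neuropeptide gene Npy. In all 4 genes the pools of WT and KO did not overlap. Of 45 measured genes of anxiety- and fear-related neuropeptides, transmitters and receptors, 20 were higher and 25 lower in KO, with a median log2 change of −0.02 (camera adjusted p = 0.704). Past the thresholds of the methods by limma were 2, Crhr1 and the dynorphin gene Pdyn, and by the test that the methods name only Crhr1 was. By limma this is a share of 4.44% against 3.00% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.776). None passed after adjustment over all probe sets or adjusted over the list alone, where the smallest p was 0.088 by limma; 4 of the 45 had an unadjusted limma p under 0.05.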

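Of the 33 genes labeled in Fig. 2c, 29 have a probe set named here, and on the brightest probe set of each all 29 had a log2 fold change in the direction drawn, which for Ppp1cb was near 0 and opposite to that of its other probe set; Pla2g4b, Adora2a, Car5a and Atf1 have none. At the thresholds of the methods 21 of the 29 passed by limma, 14 lower and 7 higher in KO. Among those drawn higher, the transcription factor gene Stat4 was 5.65 ± 0.10 (SD, n = 3 pools) in WT and 5.98 ± 0.08 (SD, n = 3) in KO on the log2 scale. Among those drawn lower, Tspo, a mitochondrial membrane protein gene, was 6.52 ± 0.15 (SD, n = 3) in WT and 6.21 ± 0.02 (SD, n = 3) in KO, and the secreted carbonic anhydrase gene Car6 was 5.36 ± 0.12 (SD, n = 3) and 5.09 ± 0.09 (SD, n = 3). The other 8 did not pass. Of these, Eif2ak4, a kinase of the amino acid stress response, had a log2 fold change of −0.17 (SE 0.07) and Myl12b, a myosin light chain gene, of −0.09 (SE 0.07). The WT and KO pools did not overlap in 21 of the 29 genes and overlapped in 8. Itpka was the 1 gene past an adjusted p under 0.05 over all probe sets. Adjusted over the list alone, 18 of the 29 passed by limma, which is not independent evidence since the study chose these genes on the same arrays. By the test that the methods name, 17 of the 29 passed the thresholds.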

Representative DEGs from the analyses are summarized as a heat map presentation, including PLC- and Rho GTPase-coupled signaling and fear- and anxiety-related phenotypes (Fig. 2c).

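Of 18 genes measured by qRT-PCR in Fig. 3, 16 have a probe set named here, and the arrays give 5 of these higher and 11 lower in KO. Pla2g4e, a cytosolic phospholipase A2 gene, was 8.10 ± 0.22 (SD, n = 3 pools) in WT and 8.98 ± 0.12 (SD, n = 3) in KO on the log2 scale, or 1.84-fold higher. Ivd, an enzyme gene of leucine breakdown, was 8.86 ± 0.06 (SD, n = 3) in WT and 8.26 ± 0.15 (SD, n = 3) in KO, or 1.52-fold lower. Both lie near Itpka on chromosome 2, at 8 and 23 genes from it, and neither passed over all probe sets (adjusted p = 0.27 and 0.35 from limma). The kinase gene Pak6, 31 genes from Itpka, had a log2 fold change of −0.31 (SE 0.09). Commd7 had a log2 fold change of −0.55 (SE 0.16) and the secreted phospholipase gene Pla2g5 of 0.35 (SE 0.12). Drd2, the D2 dopamine receptor gene, was 9.76 ± 0.58 (SD, n = 3) in WT and 9.22 ± 0.60 (SD, n = 3) in KO, with overlapping groups, a log2 fold change of −0.54 (SE 0.36) that was −0.31 without KO 1. Drd2 followed the mean of the striatal markers across the 6 pools (Pearson's r = 0.996, two-sided exact permutation p = 0.0014; Spearman's rank correlation = 1, exact permutation p = 0.0028; r = 0.993 without the 2 pools farthest from the median), the only such relation computed. Pdyn had a log2 fold change of −0.28 (SE 0.13); it, Gng7 and Drd2 are on the list of striatal markers, and the mean was taken over the other 24. Lcn2, an iron-carrier protein gene of inflammation, had a log2 fold change of −0.66 (SE 0.30), which was −0.27 without WT 1. Fos had a log2 fold change of −0.20 (SE 0.16), which was −0.05 without WT 1. Btk had −0.28 (SE 0.10), which was −0.18 without KO 2, and Serpina5 −0.29 (SE 0.12), which was −0.19 without WT 2. Ifna4 had 0.03, with a sign that turned under array weights, and Ppp1cb 0.01 on its brighter probe set, with a sign that turned when quantile normalization was repeated. A second, dim probe set of Ppp1cb had a log2 fold change of −0.38 (SE 0.20), past the thresholds of the methods by limma but not by the test that they name, with overlapping groups; without KO 1 it was −0.15. At the thresholds of the methods 11 of the 16 passed by limma on the brightest probe set, 3 higher and 8 lower. By the test that the methods name 8 of the 16 passed, 3 higher and 5 lower, without Pdyn, Lcn2 and Serpina5. Adjusted over the list alone 5 passed by limma, Pla2g4e and Chp1 higher and Ivd, Pak6 and Commd7 lower, against 0 over all probe sets. As a group the 16 genes were lower (camera adjusted p = 0.018; adjusted p = 0.67 with an estimated correlation), a call that ended without WT 1 or KO 1, and without the 3 striatal markers among them (adjusted p = 0.203), which were left out after the values were seen. The study chose these genes on the same arrays, so none of these counts is independent evidence of their direction.

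**Figure D2:**
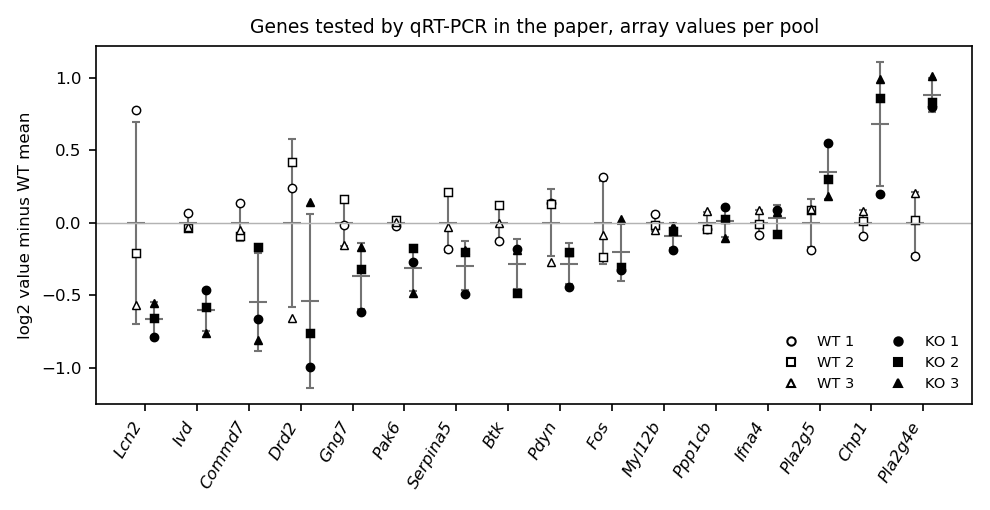
Log2 intensity of the 16 genes in each pool, as the difference from the WT mean; open symbols are WT and filled symbols KO, and bars give the mean ± SD of 3 pools. Pla2g4e, Chp1 and Pla2g5 lie higher in every KO pool than in every WT pool, and the pools of Drd2 and Lcn2 spread widest.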

Among 265 DEGs identified by IPA, we focused on eighteen DEGs chosen based on functional importance, extent of group-difference, and validated expression patterns by qRT-PCR (Fig. 3). Featured genes were in one or more functional categories listed in Fig. 2 and primarily were related to fear- and anxiety-related behaviors and/or GPCR- and calcium-associated signaling pathways. For example, genes associated with emotional abnormalities and linked with GPCR signaling (*Adora2a, Drd2, Pdyn, Gng7, Lcn2,* and *c-Fos*) were significantly down-regulated in the KO amygdala (Fig. 3a). Additionally, expression of several mRNA encoding phospholipases (*Pla2g4b, Plag4e,* and *Pla2g5*) and their interacting molecules were altered in KO mice, suggesting a potential bias of cellular events including regulation of cyclic nucleotide-, PLC/calcium-, and/or GTPase-dependent signal transduction (Fig. 3b). Expression of several gene transcripts (*Pak6, Commd7*, and *Ivd*) was dramatically attenuated, whereas *Ifna4* and *Pla2g4e* mRNA levels were highly increased in the KO animals. These results suggest that amygdala function—particularly control of emotional processing—may be influenced by IP_3_K-A.

### Fear- and anxiety-related behavior in IP_3_K-A KO mice

The amygdala processes fear information and long-term aversive learning^9^; therefore, we examined whether fear-related learning occurs in IP_3_K-A KO mice. For this purpose, adult male WT and KO mice were tested using contextual and auditory-cued Pavlovian fear conditioning, well-established behavioral paradigms of amygdala-dependent function. During training, the KO and WT mice freely explored the chamber without any differences in freezing behavior, indicating normal motor function in the KO mice. Although impairment in hippocampus-dependent learning were shown in the previous study^7^, IP_3_K-A KO mice had a longer freezing duration under a context-dependent test scheme (Fig. 4a), but showed similar freezing levels in response to conditioned stimuli in the auditory fear conditioning test (Fig. 4b). Interestingly, IP_3_K-A KO mice exhibited a stronger freezing response than WT mice during the acquisition phase of auditory fear conditioning. Stronger freezing responses of the KO mice were found during three successive training sessions (Fig. 4c) as well as the inter-tone intervals (Fig. 4d). It is also noteworthy that the innate fear responses of KO mice were significantly strengthened. Compared with WT mice, they showed more freezing behaviors after exposure to the synthetic predator odor (Fig. 4e). Considering that locomotor activities of KO mice were not significantly impaired in a novel Plexiglas box (Fig. 4f), our findings suggest that IP_3_K-A may affect innate fear-related phenotypes, rather than aversive learning processes or motor activities.

IP_3_K-A KO mice also exhibited anxious phenotypes (Fig. 4g); KO mice spent less time in open arms of the elevated plus maze (EPM) than control mice, indicating a higher state of anxiety. To further assess anxious phenotypes, we carried out the acoustic startle response test, a widely used index of physiological responses to intense and sudden auditory stimuli. It is well known to reflect innate fear and anxiety, although it is also influenced by general sensorimotor functions^16^,^17^. During the test, KO animals displayed a more pronounced startle response to increased auditory stimuli, supporting the idea that IP_3_K-A KO animals have a higher level of innate fear and anxiety (Fig. 4h).

### Electrophysiological properties of IP_3_K-A KO mice

Expression of IP_3_K-A in the amygdala—particularly in BLA excitatory neurons and CeA GABAergic interneurons—implies that IP_3_K-A loss can affect neuronal activity in amygdala circuits. As shown in Fig. 5a, sEPSC frequency in the CeL of KO mice was significantly decreased, suggesting that excitatory inputs from LA neurons to CeA inhibitory neurons were weakened. Accordingly, sIPSC frequency in the CeM—an inhibitory output of the amygdala to the brainstem—also was attenuated (Fig. 5b), indicating decreased feed-forward inhibition onto CeA output neurons. We found no significant differences in basic electrophysiological properties between groups, such as resting membrane potential (WT: −66.36 ± 1.51 mV, n = 10; KO: −66.84 ± 1.21 mV, n = 7) and input resistance (WT: 86.86 ± 9.03 MΩ, n = 10; KO: 85.46 ± 8.20 MΩ, n = 7). However, the input-output functions of CeL neurons were significantly attenuated along with a longer latency to the first spike in KO mice (Fig. 5c). We then examined induction and maintenance of LTP in the thalamo-LA pathway, which correlates with auditory fear memory formation. We recorded evoked EPSPs in this pathway and induced LTP by applying high-frequency stimuli (6 trains of 1 sec, 100 Hz stimulation; 1 min inter-train intervals). We found that LTP was not significantly different between WT and KO animals (Fig. 5d), which confirms our finding of normal auditory cue-evoked fear responses in KO mice.

## Discussion

Our study provides the first evidence of functional IP_3_K-A expression in the amygdala and its role in regulating emotion. Genetic deletion of IP_3_K-A altered emotional behavior; the mutant mice had abnormal fear- and anxiety-related behaviors and attenuated synaptic transmission in the CeA. KO mice also exhibited altered expression of multiple amygdala genes, particularly involving metabotropic receptor signaling.

IP_3_K-A was abundantly expressed in multiple amygdaloid nuclei, including the CeA and BLA. Microarray experiments and canonical pathway analysis on DEGs also support the functional importance of IP_3_K-A in the amygdala. IP_3_K-A phosphorylates IP_3_, which is usually produced by multiple PLCs to generate the third-messenger IP_4_ and terminate the initial phase response to the activation of GPCRs and receptor tyrosine kinases (RTKs)^1^. Therefore, it is important that a variety of effector genes controlling calcium homeostasis and signal transduction by cAMP, PLCs, and Rho-GTPases were significantly influenced by IP_3_K-A loss. Concomitant and biased changes in expression of these signaling molecules along with reduced c-Fos expression indicate that IP_3_K-A is required for proper responsiveness of the amygdala to extracellular stimuli.

IP_3_K-A immunoreactivity was found in the GABAergic inhibitory neurons of the CeA and the CAMKIIα-positive excitatory neurons of the BLA. Previous studies only have found IP_3_K-A expressed in excitatory neuronal populations (e.g., hippocampal pyramidal neurons and cerebellar Purkinje cells)^2^. Our findings provide direct evidence that IP_3_K-A plays a role in controlling GABAergic neurons in the CeA. We found decreased c-Fos expression in excitatory and inhibitory neurons and found impaired GABAergic neuron excitability in the CeL of KO mice. Because intracellular increases in IP_3_ are often coupled with increased inhibitory neuron excitability in subdivisions of the CeA^18^, we postulate that the steady-state of intracellular IP_3_ function could be reduced by a feedback mechanism involving a subset of inositol phosphate phosphatases and/or by desensitization of signaling molecules mediating the action of IP_3_.

Our behavioral studies suggest that IP_3_K-A plays a role in controlling emotion. KO mice exhibited a more robust fear response to multiple aversive stimuli and showed more anxious phenotypes than WT mice (Fig. 4). Previous studies reported defects in hippocampal LTP and hippocampus-dependent memory performance using the same mouse model^6^,^7^; therefore, increased freezing behaviors in response to the conditioned context may be due to abnormal brain function related to contextual fear memory formation. However, several lines of evidence collectively support that reinforced innate fear and anxiety, rather than the processing of fear-associated information, can have a larger impact on emotional phenotype. This evidence includes our findings on freezing responses during inter-tone intervals of fear conditioning, freezing responses to predator odor, anxious behaviors on an elevated plus maze, and potentiated acoustic startle responses. Abnormally enhanced innate fear and anxiety are features of anxiety disorders, including PTSD, generalized anxiety disorder, and panic disorder. Our bioinformatics pathway analyses also suggested behavioral alterations related to anxiety, place aversion, and PTSD. Several DEGs in this study (i.e., *Adora2a, Drd2, Pdyn, Gng7,* and *Lcn2)* are associated with onset and severity of anxiety disorders in human genetic studies^19^,^20^ or result in emotional abnormalities in transgenic animal models^21^,^22^,^23^. Interestingly, chronic social-defeat stress leading to depressive and anxious states produces changes in *Adora2a, Drd2, Gng7,* and *Lcn2* mRNA expression in the amygdala^24^. Therefore, genetic deletion IP_3_K-A could disrupt normal amygdala gene expression crucial for controlling emotion, which would result in enhanced fear- and anxiety-related phenotypes.

Our electrophysiological findings also provide evidence of behavioral abnormalities in the KO mice. Recent studies demonstrated that the CeA is an integrative hub for innate fear and anxiety in humans and rodents^25^,^26^. Neural activity in the BLA-CeA circuitry is primarily responsible for autonomic and behavioral control of fear and anxiety. Excitatory inputs from the BLA can activate GABAergic neurons in the CeL, which provide feed-forward inhibition onto inhibitory projection neurons primarily located in the CeM. GABAergic projections from the CeM to hypothalamic nuclei and the periaqueductal gray may mediate autonomic and behavioral fear- and anxiety-related responses^27^. Inhibition of BLA-CeL synapses increases anxiety-related behavior, whereas optogenetic activation of glutamatergic neurons of the BLA has anxiolytic effects^13^. We found that excitatory inputs to the CeL and inhibitory inputs to the CeM were impaired in KO mice (Fig. 5). A disinhibition of afferent pathways from the CeM of KO mice likely underlies their enhanced fear- and anxiety-like responses to aversive stimuli. Multiple GPCR ligands play pivotal roles in integrating neural activity in amygdala circuits and the accompanying emotional states. These ligands include neuropeptides (e.g. cholecystokinin, neuropeptide Y, and corticotrophin-releasing hormone) and neurotransmitters activating their metabotropic receptors^17^,^28^,^29^. Subtle but persistent changes in mediators of GPCR signaling (*Gng7* and regulator of G-protein signaling 2 [*Rgs2*]) can impact anxiety and aggressive behaviors^21^,^30^, and alterations in cAMP, PLC, and Rho GTPase-mediated signaling may cause abnormal neural activity in IP_3_K-A-deficient amygdala circuitry.

In conclusion, this study demonstrates that IP_3_K-A is abundantly and functionally expressed in CeA GABAergic neurons and BLA excitatory neurons. Our molecular and electrophysiological evidence supports our findings of amygdala dysfunction and behavioral abnormalities in reinforced fear and anxiety in IP_3_K-A-deficient mice. Because IP_3_K-A primarily controls intracellular IP_3_ levels and synaptic organization, IP_3_K-A may modulate neuronal excitability mediated by GPCR signaling. Intracellular signaling modulators such as IP_3_K-A are not as commonly discussed for their clinical applications as membrane receptors and their ligands; however, our findings suggest that animal models with altered IP_3_K-A may represent multiple phenotypes of human anxiety disorders. Small molecular modulators of IP_3_Ks recently have been developed, and IP_3_K dysfunction has been implicated in other human diseases such as neurodegenerative disorders, immune disorders, and cancer^31^,^32^. Therefore, clarifying the impact of therapeutically modulating IP_3_K for emotional and cognitive function is critically important.

## Methods

### Animals and tissue preparation

Male IP_3_K-A KO mice and their wild-type (WT) littermate controls from a C57BL/6N background were used at 10 to 15 weeks old. Mice were housed in temperature (22–23 °C)- and humidity (50%)-controlled quarters under a 12-hr light/dark photoperiod (lights on at 08:00a.m.) with free access to food and water. Three-to-five male mice from different litters were housed in a cage after weaning, regardless of their genotype. Then, they were individually housed one week before all experiments. Mice were sacrificed between 02:00p.m. and 04:00p.m. Amygdala tissue was rapidly dissected from 1-mm thick slices and frozen in liquid nitrogen as described previously^33^. All procedures were carried out in accordance with the ethical guidelines of Korea University and with the approval of the Animal Care and Use Committee of Korea University.

### Immunohistochemistry

Immunohistochemistry was performed as described previously^7^. Briefly, mice were perfused transcardially with 0.9% NaCl containing 25 U/mL heparin, then 4% paraformaldehyde in tris-buffered saline (pH 7.4). Brains were removed, post-fixed overnight at 4 °C in the same fixative, and cryoprotected in a series of solutions (10%, 20%, and 30% sucrose in phosphate-buffered saline [PBS]). Frozen brains were coronally cut (40 μm thick). Sections were blocked with PBS containing 5% normal goat serum and 0.2% Triton X-100 for 30 min and incubated with anti-IP_3_K-A (Santa Cruz Biotechnology, Dallas, TX), anti-NeuN, anti-GFAP, anti-CamKIIα (Invitrogen, Carlsbad, CA), anti-GAD67 (Millipore, Billerica, MA), or anti-c-Fos (Santa Cruz Biotechnology) antibodies overnight at 4 °C. After PBS washes, sections were incubated with Cy3, Cy5, or Alexa Fluor^®^ 488-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories, West Grove, PA) for 30 min at room temperature. After three washes, sections were mounted with aqueous mounting medium (Biomeda, Foster City, CA) and observed on an Axiovert 200 Fluorescent microscope (Zeiss, Oberkochen, Germany).

### Microarray analysis

Analysis of RNA using microarray was performed as previously described^34^ with minor modifications. Total RNA was extracted using RNeasy Mini kits (Qiagen, Valencia, CA) and quality was evaluated with an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). Three sets of pooled samples (i.e., from 6 to 8 mice per genotype from three litters) were independently prepared and analyzed. For each sample, 200 ng RNA was amplified, labeled, and analyzed using GeneChip Mouse Gene 2.0 ST arrays (Affymetrix, Santa Clara, CA) according to manufacturer’s protocols. The data from microarray analyses were deposited in the Gene Expression Omnibus (GEO) database (Accession #: GSE77001). Differentially expressed genes (DEGs; more than 1.2-fold changes at p < 0.1 by Student t’s test) were used to construct a dataset and analyzed using the “core analysis” function of Ingenuity Pathway Analysis^TM^ (IPA; www.ingenuity.com; Qiagen). We used “canonical pathway analysis” and “biological functions/disease annotation” to explore affected pathways and predict alterations in amygdala function.

### Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

For DEGs identified in the microarray analysis, we validated alterations in expression using qRT-PCR as described previously^34^. We reverse-transcribed 500 ng RNA with MMLV reverse transcriptase (Promega, Fitchburg, WI). cDNA underwent qPCR with SYBR Green I and ROX as a passive dye (Sigma Aldrich, St. Louis, MO). TATA box-binding protein was the internal control. Primer sequences are listed in Table S1.

### Behavioral studies

Behavioral assessments were performed as described previously with modifications^33^,^35^. Mice were not repeatedly used for multiple behavioral experiments.

#### Fear conditioning

The square type-training chamber (20 × 15 × 25 cm) had four transparent walls and a foot-shocking grid floor; here, training and context tests were performed. The tone test was performed in a 20-cm diameter × 30-cm height transparent cylindrical cage with bedding. All mice were habituated to the conditioning chamber for 2 days (10 min/day). Conditioning began with presentation of the tone (conditioned stimulus [CS]; 30 sec at 80 dB/3000 Hz) with the foot shock (unconditioned stimulus; 0.4 mA) delivered during the last 2 sec of CS presentation. The intertrial interval lasted 30 sec. Context tests occurred 24 hr after conditioning, and tone tests occurred 48 hr after conditioning. Context memory tests occurred in the training chamber without CS for 3 min, and tone memory was measured in the transparent cylindrical cage using the same procedure but without electric shocks. During each trial, freezing (indicating fear memory) was measured by an automatic system (SmartEye^®^, Göthenburg, Sweden).

#### Novelty-induced locomotion

Mice were individually placed into a novel Plexiglas box (40 × 40 × 30 cm) for 30 min. Locomotor activities were recorded by an overhead video camera connected to a computer with tracking software (Ethovision 3.1, Noldus, Leesburg, VA).

#### Innate fear response to predator odor

To examine innate fear, mice were placed in a chamber with a beaker containing 30 μl synthetic fox feces odor trimethylthiazoline (TMT, Contech Enterprises Inc., Victoria, Canada) as previously reported. TMT-evoked freezing behavior was recorded for 10 min after TMT exposure and scored as average percentage of freezing time in the last 4 min.

#### Elevated plus maze

Consisting of two open and two enclosed arms (5 × 30 cm) with 20 cm-high walls, the apparatus was elevated 50 cm. Mice were individually placed in the center facing an open arm and allowed to explore for 10 min. Frequency and duration of open- and closed-arm entries were recorded. Entry was defined as movement of all paws into an arm. The percentage of time in the open arms was scored.

#### Acoustic startle test

Acoustic startle measure is based on reflexive whole-body flinches (startle responses) following exposure to a sudden noise, as described previously^36^. Startle responses to acoustic stimuli were determined using a standard startle chamber, a soundproof apparatus with a plexiglass cylinder to hold animals and a speaker producing sound bursts. Animal motion was detected via a load cell transducer below the cylinder. Prior to testing, animals were acclimatized to the chamber for 30 min for 3 days with background white noise at 60 dB. After 5 min of habituation, mice underwent five sessions of random sound bursts from 70 dB to 120 dB in 5 dB intervals (55 trials total, 40 ms duration, 60 sec intertrial interval).

### Electrophysiology

#### Slice preparation

Isolated whole brains were placed in ice-cold artificial cerebrospinal fluid (aCSF) containing (in mM): 175 sucrose, 20 NaCl, 3.5 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 1.3 MgCl_2_, and 11 D-(+)-glucose and gassed with 95% O_2_/5% CO_2_. Coronal slices (300 μm) were cut with a vibroslicer (NVSL, World Precision Instruments, Sarasota, FL) and incubated in aCSF containing (in mM): 120 NaCl, 3.5 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 1.3 MgCl_2_, 2 CaCl_2_, and 11 D-(+)-glucose and gassed with 95% O_2_/5% CO_2_.

#### Whole-cell patch-clamp recordings

Recordings were made using an EPC10 amplifier (HEKA Elektronik, Lambrecht, Germany). Signals were sampled at 5 kHz and filtered at 3 kHz with the Bessel filter of the amplifier. We used pipettes (resistance, 2.5–3.5 MΩ) filled with (in mM): 120 KCl (for spontaneous inhibitory postsynaptic currents [sIPSCs]) or K-gluconate (for intrinsic properties and spontaneous excitatory postsynaptic currents [sEPSCs] at the central amygdala or evoked excitatory postsynaptic potentials [eEPSPs] at the thalamo-lateral amygdala [LA]), 10 HEPES, 1 MgCl_2_, 5 NaCl, 0.2 EGTA, 3 QX314, 2 Mg-ATP, and 0.3 Na-GTP (pH 7.2 using KOH; osmolarity ~297 mmol/kg using sucrose). Neurons were voltage-clamped at –50 mV for sIPSC or −70 mV for sEPSC. Solutions were perfused via superfusion by gravity at 1.3 to 1.5 mL/min and maintained at 32 ± 1 °C. After whole-cell configuration, series resistance was regularly monitored, and if changed by >20%, the data were discarded. sEPSCs and sIPSCs were analyzed using MiniAnalysis software (Synaptosoft, Decatur, GA). The detection threshold was three times the RMS noise, and data were discarded if the rise time was higher than 4 ms and the decay time was greater than 10 ms. RMS noise of WT and KO mice were not different (medial CeA [CeM] sIPSC: WT, n = 9, 2.73 ± 0.20 pA; KO, n = 7, 3.07 ± 0.23 pA; unpaired t-test, p = 0.2719; lateral CeA [CeL] sEPSC: WT, n = 18, 3.02 ± 0.24 pA; KO, n = 14, 2.94 ± 0.20 pA; unpaired t-test, p = 0.7981). Peaks were selected from the part recorded at least 10 min after treatment with NBQX (10 μM) and D-APV (30 μM) for sIPSCs or picrotoxin (100 μM) for sEPSCs. Consequence 300 peaks were collected from detected peaks for further analysis. To record evoked EPSPs at the thalamo-LA pathway, the stimulation electrode was placed at the midpoint of the trunk between the internal capsule and the medial boundary of the LA. Thalamic afferents were stimulated at 0.067 Hz using a concentric bipolar electrode. The baseline amplitudes of the evoked EPSPs were adjusted to 4 to 7 mV. LTP was induced with 6 trains of 100 stimuli at 100 Hz (15-sec interval) with 100 μM picrotoxin to inhibit GABAergic inputs.

### Statistical analysis

Group differences were evaluated using Student’s t-test or two-way analyses of variance (ANOVA) followed by Newman-Keuls comparisons. p < 0.05 was considered significant. All statistics are mean ± SEM.

## Additional Information

**How to cite this article**: Chung, S. *et al*. The role of inositol 1,4,5-trisphosphate 3-kinase A in regulating emotional behavior and amygdala function. *Sci. Rep.* **6**, 23757; doi: 10.1038/srep23757 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
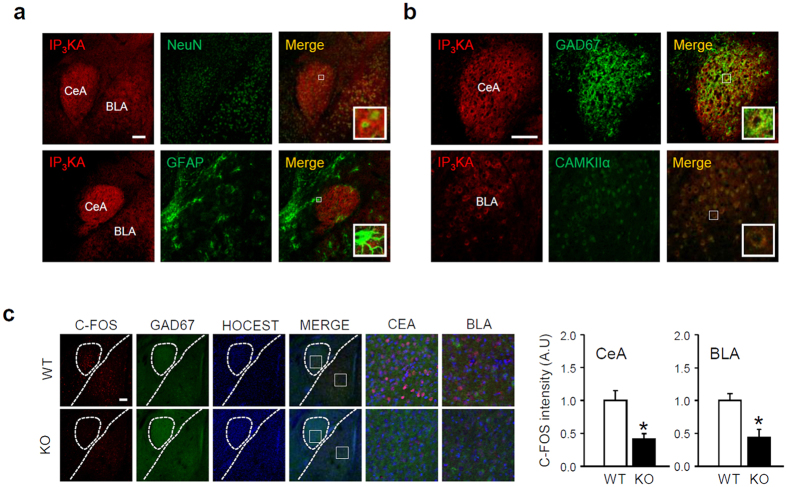
IP_3_K-A protein expression in the amygdala. (**a**) IP_3_K-A (red) immunoreactivity was examined by co-staining with markers for neurons (NeuN) or astrocytes (GFAP). All the markers are green. (**b**) IP_3_K-A positive cells were double-labeled with markers for inhibitory GABAergic neuron (GAD67) or pyramidal neuron (CAMKIIα). (**c**) C-Fos and GAD67 expression was examined in the amygdala of WT and IP_3_K-A KO mice. Relative immunoreactivity in the indicated regions are presented as mean ± SEM in arbitrary units (A.U.), in which mean densitometric intensity observed in WT mice was defined as 1 (n = 4; *p < 0.05 by *t*-test). CeA: the central nucleus of the amygdala; BLA: the basolateral nucleus of the amygdala. Scale bar: 100 μm.

**Figure 2:**
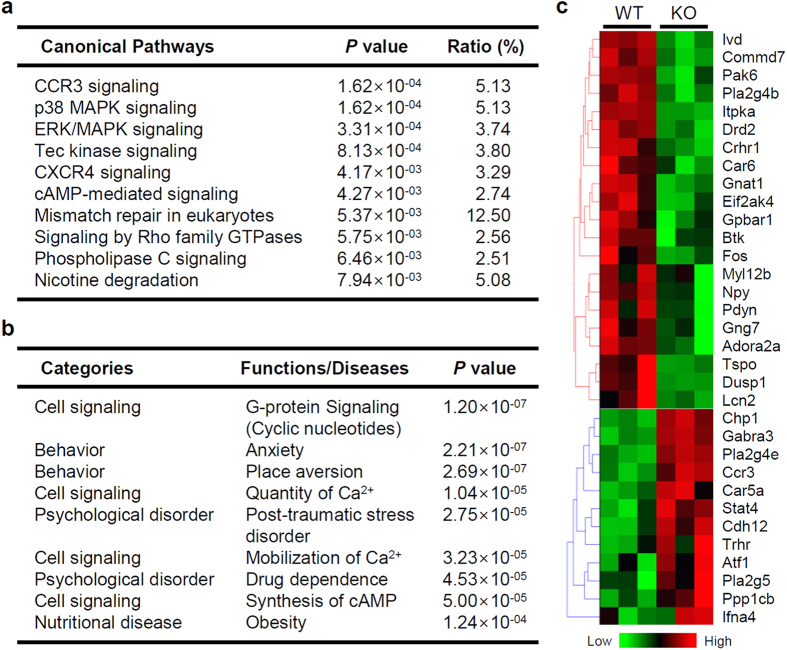
Microarray analysis on amygdala mRNA expression followed by gene set enrichment analyses. Summary of the (**a**) canonical pathways and (**b**) related biological functions and diseases predicted by the Ingenuity Pathway Analysis^TM^ software. *P* value of overlap was calculated by the Fisher’s exact test to evaluate significance of an association between our DEG set and an indicated pathway or biological function/disease. The ratio indicates the percentage of overlapping genes from the DEG set compared with the total number of genes in an indicated canonical pathway. (**c**) Heat map representation of hierarchically clustered differentially expressed genes (DEGs) related to the biological pathways/functions listed in (**a**,**b**).

**Figure 3:**
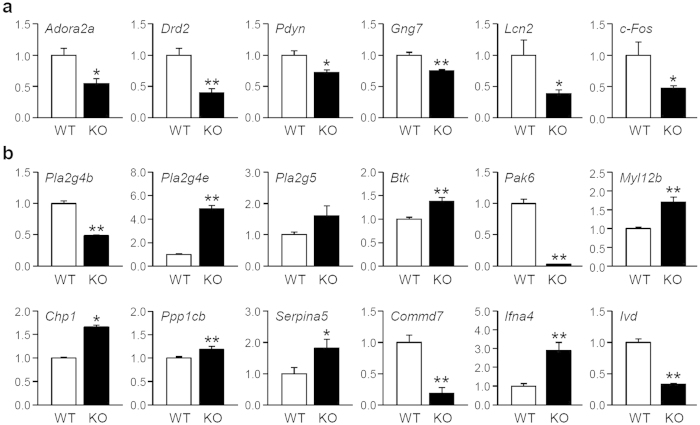
Differential gene expression profiles in the amygdala of IP_3_K-A KO mice. Quantitative RT-PCR analyses for differential expression of selected amygdala differentially expressed genes (DEGs) categorized as (**a**) fear- and anxiety-related genes and (**b**) metabotropic receptor signaling-associated genes. Relative expression levels for each mRNA were normalized by TATA box-binding protein (TBP) expression and presented as mean ± SEM in arbitrary units (A.U.), in which mean expression levels of WT mice were defined as 1 (n = 5; *p < 0.05 and **p < 0.01 by *t*-test).

**Figure 4:**
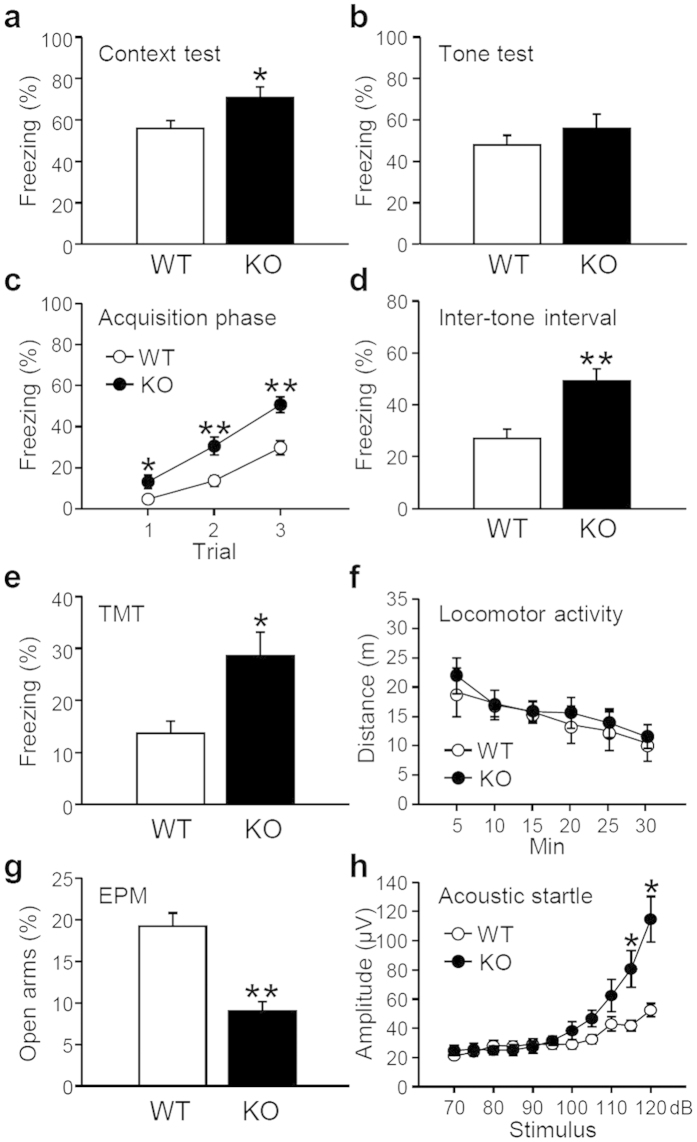
Fear- and anxiety-related behaviors of IP_3_K-A KO mice. (**a**) Freezing percentage at 24 hr after pairing the context and foot shock (WT, n = 14; KO, n = 13). (**b**) The freezing percentage during tone exposure in auditory fear conditioning (WT, n = 14; KO, n = 13). (**c**) Fear memory acquisition curves represented as the percentage of freezing behavior during three repetitions of tone and foot shock paring (WT, n = 14; KO, n = 13; F_(1, 75)_ = 34.15, p < 0.01 for genotype and F_(2, 75)_ = 47.36, p < 0.01 for trial by two-way ANOVA). (**d**) Freezing behaviors during the inter-tone intervals during the training session (WT, n = 14; KO, n = 13). (**e**) Innate fear responses of WT and KO mice after exposure to a synthetic fox feces odor during a 10-min trial (WT, n = 6; KO, n = 5). (**f**) Novelty-induced locomotion in an open field measured for 30 min (WT, n = 6; KO, n = 6). (**g**) Percentage of open arm entries on the elevated plus maze to assess anxiety-related behaviors (WT, n = 7; KO, n = 7). (**h**) Auditory startle reflex elicited by stimuli with different intensities (WT, n = 14; KO, n = 13; F_(1, 275)_ = 27.28, p < 0.01 for genotype and F_(10, 275)_ = 21.20, p < 0.01 for stimulus by two-way ANOVA). All values are mean ± SEM (*p < 0.05 and **p < 0.01 by *t*-test).

**Figure 5:**
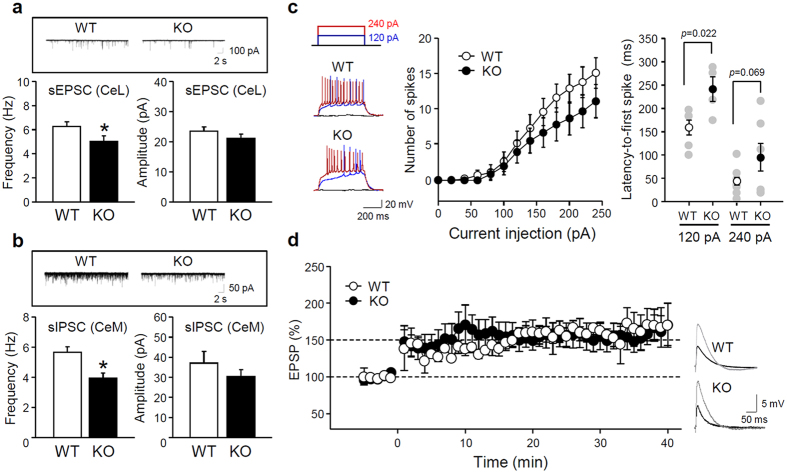
Electrophysiological properties of the amygdala. (**a**) Representative traces and graphs summarizing the spontaneous excitatory postsynaptic currents (sEPSCs) in the CeL (WT, n = 18; KO, n = 14). (**b**) Representative traces and graphs summarizing the spontaneous inhibitory synaptic currents (sIPSCs) in the CeM (WT, n = 9; KO, n = 7; *p < 0.05 by *t*-test). (**c**) The input-output function of neuronal excitability of CeL neurons. Representative traces (left), number of spike (middle, WT, n = 10; KO, n = 7; F_(1, 195)_ = 8.12, p < 0.01 for genotype and F_(12, 195)_ = 18.96, p < 0.01 for current by two-way ANOVA) and latency to the first spike (right, p values by *t*-test). (**d**) High-frequency stimulus-induced EPSP amplitude in thalamo-lateral amygdala (LA) synapses (WT, n = 3; KO, n = 6). All values are mean ± SEM.

# Supplementary material for: The role of inositol 1,4,5-trisphosphate 3-kinase A in regulating emotional behavior and amygdala function
**Source:** Sci Rep. 2016 Apr 7;6:23757. doi: 10.1038/srep23757
**Supplement:** Supplementary Information

**Supplementary information to:**

**The role of inositol 1,4,5-trisphosphate 3-kinase A in regulating emotional behavior and amygdala function**

Sooyoung Chung<sup>1,2,8</sup>, Il Hwan Kim<sup>3,8</sup>, Dongmin Lee<sup>4,8</sup>, Kyungjoon Park<sup>5</sup>, Joo Yeon Kim<sup>1,4</sup>, Yeon Kyung Lee<sup>6</sup>, Eun Joo Kim<sup>7</sup>, Hyunwoo Lee<sup>1,4</sup>, June-seek Choi<sup>6</sup>, Gi Hoon Son<sup>1</sup>, Woong Sun<sup>1,4</sup>, Kisoong Shin<sup>6</sup>, Hyun Kim<sup>1,4\*</sup>

**Table S1. Primer sequences of target genes for quantitative RT-PCR analysis**

| <b>Gene</b> | <b>Accession No.</b> | <b>Forward (5'→3')</b>      | <b>Reverse (5'→3')</b> |
|-------------|----------------------|-----------------------------|------------------------|
| Adora2a     | NM_009630            | GTCCTGGTCCTCACGCAGAGTTCCATC | AGCCATTGTACCGGAGTGGA   |
| Drd2        | NM_010077            | TGCCATTGTTCTTGGTGTGT        | GTGAAGGCGCTGTAGAGGAC   |
| Pdyn        | NM_018863            | CTGGACAGGAGAGGAAGCAG        | TGTGTGGAGAGGGACACTCA   |
| Gng7        | NM_001038655         | ATCTCTGCCCACACTTCCAG        | ATCAGCCAAGCACGTCCTAC   |
| Lcn2        | NM_008491            | TGGAAGAACCAAGGAGCTGT        | CACACTCACCACCCATTTCAG  |
| c-Fos       | NM_010234            | AGTCAAGGCCTGGTCTGTGT        | TCCAGCACCAAGTTAATTCC   |
| Pla2g4b     | NM_145378            | AACAGTTTtagGCCGGAGTGA       | CTTGAACTCGGAGCAGAAGG   |
| Pla2g4e     | NM_177845            | TAAAAGCCAAAGGGCAGCTA        | CAGGACTGTGGAGGGATCAT   |
| Pla2g5      | NM_001122954         | AAGCCAGACCTGGGGTTTAT        | GAGCTGATTGTTGCCCTCTC   |
| Btk         | NM_013482            | CGAGATAAAATGGGCAGGA         | CTTCGAGTCATGTGCTTGGA   |
| Pak6        | NM_001033254         | CCTAAGGACATGGAAGGCA         | TCCCAGAACCTTCAGAGGAC   |
| Myl12b      | NM_023402            | ACGGGGGACAATGTTGTAAA        | TCCAGCAAAACCAGAAATCC   |
| Chp1        | NM_019769            | AGGCTGCTTCTGTCCTGTGT        | GATAGCCTTCCAAAGCAACG   |
| Ppp1cb      | NM_172707            | ATTACCCTCACCTGCATTGG        | TCCAAGGCTTGTCAAAAAGG   |
| Serpina5    | NM_172953            | GCCAAGAAGCAGATCAACAA        | ATCATGACATGGGTGCTGTC   |
| Commd7      | NM_133850            | TAGGGCCTTGTGGATTCAAG        | GGGGTCCTCACGTCTACTCA   |
| Ifna4       | NM_010504            | GATGTGACCTGCCTCACACT        | TTATCCACCTTCTCCAAGGG   |
| Ivd         | NM_019826            | CAGGAAGGACAGAGTCCACA        | AGCCTGTGACAGAGTGATGC   |
| Tbp         | NM_013684            | GGGAGAATCATGGACCAGAA        | CCGTAAGGCATCATTGGACT   |

How the deposited data were processed for this re-analysis (not part of the article)

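Amygdala tissue of male IP_3_K-A KO mice and their WT littermates was pooled, and RNA of 3 WT and 3 KO pools was measured on GeneChip Mouse Gene 2.0 ST arrays. The methods give 6 to 8 mice per genotype from 3 litters for the pooled samples and 200 ng of RNA as input. The mapping of arrays to genotype and replicate number was taken from the sample labels, and no array was left out.

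The deposited table holds log2 intensity values, which the authors made with GCOS and RMA (background correction, quantile normalization and summary of the probes of a set) according to the submitters' processing notes, which name no version. The log2 scale was read from the values, which run from 1.57 to 13.78, and from array medians between 6.49 and 6.52. No raw probe files were used here, so the authors' normalization was taken as it stands.

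From these values, KO minus WT was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without covariates. The fit covered the 23521 probe sets that the annotation pairs with exactly 1 gene symbol, and p-values were adjusted over them with the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. Probe sets with several symbols (1814) and probe sets that the annotation does not list (16010) were left out of this fit. Of those tested, 70 held values identical to those of another probe set. Counts at a fold change over 1.2 and an unadjusted p under 0.1, the thresholds of the methods, were made with limma and with the Student's t-test that the methods name.

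The annotation and the order of genes along chromosomes came from the platform table and from the gene table of assembly GRCm38.p6, joined by gene identifier, which matched 23328 probe sets. The platform table names no assembly, so positions are given only as the number of genes from Itpka.

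Gene lists were written before the data were examined: 26 lists with 596 genes, of which 537 were measured. The genes labeled in Fig. 2c and the list of other genes the paper names were not tested as groups. The list of IP_3_ kinases was left out for having fewer than 5 measured members. The other 23 lists were tested. They include immediate early genes, cell type and region markers (striatal projection neurons, central amygdala, basolateral amygdala and cortical excitatory neurons, GABAergic neurons, all neurons, astrocytes, oligodendrocytes, microglia, endothelial and mural cells, choroid plexus, blood cells, thalamus and hypothalamus), signaling groups (anxiety- and fear-related transmitters, cAMP and G protein signaling, PLC, IP_3_ and calcium signaling, MAPK signaling, chemokines, phospholipases A2, interferons), mismatch repair and the genes of Fig. 3. For each gene the probe set with the highest mean was taken. Lists were tested with camera at an inter-gene correlation of 0.01, with adjustment over the lists, and the shares of genes past the thresholds of the methods by limma were compared with Fisher's exact test. The gene sets of IPA were not used here.

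The genes with results under every setting are Itpka, every gene the paper names in its text, Table S1 or Fig. 2c, the 10 higher and 10 lower genes by a rule on size, p and lack of overlap, and the 3 members with the smallest p in each list. The text names some of these, and any others were named after their values were seen. The share of changed genes was also compared between the 100 nearest genes on each side of Itpka and all others.

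Alternatives set before the data were examined were the t-test of the methods, eBayes with an intensity trend and robust estimation, centering of the arrays on their medians, repeated quantile normalization, only probe sets above the median level, all probe sets, the replicate number as a block, array weights, each pool left out in turn, camera with an estimated correlation, fry, lists without the genes the paper names, and 50 or 25 neighbors on each side of Itpka. Alternatives chosen after seeing the data were probe sets with identical values counted once, a striatal marker score as a covariate, and lists without the striatal markers. The limma fit, the t-test and camera were tested on simulated data with known changes before use, and Fisher's test of the genes flanking Itpka on made-up calls. The other tests were not. Of 23291 unchanged probe sets, 3 were called by limma at an adjusted p under 0.05 and 564 passed the thresholds of the methods. A simulated list that shifted had a camera p of 1.3e-20, and one that did not had 0.257. Genes were drawn independently, so this does not show how camera at a preset correlation of 0.01 behaves for genes that vary together. In the lists that passed, the estimated correlation was 0.91 for choroid plexus, 0.61 for striatal, 0.44 for oligodendrocyte and 0.25 for immediate early genes. It was 0.03 for the cAMP list and −0.04 for the genes of Fig. 3. Figures were drawn with matplotlib 3.10.9.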

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

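The results that led to this part come from genes the paper does not discuss; genes it names are given beside them. The test of the striatal markers and the splits for called probe sets were set before the data were examined; the tests of neuronal genes, of KO 3 against WT 3, of the striatal marker score and of the sex chromosome genes, and the other splits, were chosen after the results were seen.

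Striatal projection neuron markers that the paper does not name were lower in KO, 23 of 24 of them, with a median log2 change of −0.16. A different share of striatal tissue in the dissected slices may account for this, since these markers moved together (camera p = 3.4e-05; p = 0.295 with an estimated correlation) and did not follow the genotype pool by pool, with 24 of all 27 measured markers higher in KO 3 than in WT 3. A lower share of neurons in KO is argued against by 16 pan-neuronal genes, whose median log2 change was −0.046 against −0.167 for all the striatal markers. An effect of the loss of IP_3_K-A cannot be told apart from the dissection, because the marker score differed by −0.18 between genotypes with 3 pools in each (two-sided exact permutation test, p = 0.2) and the levels of these genes (Penk at a log2 intensity of 12.14 in WT and 11.92 in KO, Pde1b at 10.97 and 10.81), of which the cAMP list holds 8 and the anxiety list 5, do not tell from which tissue of the pools they come. With the score as a covariate, the log2 change of Drd2 was 0.07 (SE 0.08) in place of −0.54 (SE 0.36). Gng7 (−0.19 in place of −0.36) and Pdyn (−0.13 in place of −0.28) fell below the 1.2-fold threshold of the methods. Lcn2, which is not on the striatal list, stayed over 1.2-fold (−0.40, SE 0.33, in place of −0.66, SE 0.30). It was no longer past the thresholds by limma because this change was small against its SE. Ivd (−0.67), Pla2g4e (0.87), Pak6 (−0.39), Chp1 (0.81) and Commd7 (−0.64) stayed past the thresholds. Since the score differed between genotypes, a call lost under it can reflect lost precision. Such a loss alone does not show that striatal tissue accounts for a gene. The paper also reports Drd2, Gng7, Pdyn and Lcn2 as lower in KO by qRT-PCR, a measurement that the score does not adjust.

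Genes of the Y chromosome were past the thresholds of the methods by limma more often than other genes, 6 of 17 and all 6 higher in KO (odds ratio 17.7, Fisher's exact test, p = 6.7e-06), among them the multi-copy genes Sly (log2 change 0.29 to 1.96 over 3 distinct probe sets, 2 of them past) and Srsy (0.39 to 0.63 over 6 distinct ones), and the multi-copy gene Astx5 was also higher (0.65 to 0.89 over 3), where probe sets with identical values were counted once; this test was run because Sly and Srsy had been seen among the top genes, and it counts related genes as independent. A larger share of male tissue in KO is argued against by the design, since the methods name only male mice. The 5 single-copy Y genes also argue against it, with a median log2 change of 0.092 and a highest of 0.248. A higher background on dim probe sets stays open, because the normalization, which gives all arrays the same distribution, holds the median log2 change of the 11087 genes below the median level (−0.020, without Sly, Srsy and Astx5) near 0 in any case. A strain difference in the number of gene copies cannot be told apart from an effect of the genotype, because the arrays hold no measure of copy number, although male littermates carry the Y chromosome of the same father, which speaks against it for the Y genes unless the litters entered the WT and KO pools unequally. The methods name a C57BL/6N background for both genotypes but give no strain of origin for the targeted allele. No biological explanation was tested.

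Vmn1r129 was higher in KO by a log2 of 1.00, at an adjusted p of 0.027 from limma. Immediate early genes that the paper does not name had a median log2 change of −0.10. Without KO 1, the median of all measured immediate early genes was −0.044 in place of −0.116. Oligodendrocyte and myelin markers had a median log2 change of −0.11 over 16 genes, 14 of them lower, and of −0.018 without KO 2, with 10 lower. Choroid plexus markers had a median log2 change of 0.40 over 12 genes, all of them higher, and of 0.062 without KO 1, with 7 higher and 5 lower.

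The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 2 probe sets and the highest other 0, so 1 split gave as many. Past the thresholds of the methods were 738 probe sets against 849 in the highest other split, of WT 1, WT 3 and KO 3 against the rest, so 2 splits gave as many. The real split shifted 6 lists and the highest other 7, with 2 splits as high, and it set apart the shares of 3 lists against 5, again with 2 splits as high. Both counts of the real split include the genes of Fig. 3, which the study picked on that split. For the genes flanking Itpka the odds ratio was 2.46 against 1.91, with 1 split as high, where genes that the study picked on the real split favor it. Without the genes the paper names it was 1.81 against 1.67, again with 1 split as high.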

How the results depend on the processing

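Itpka kept its direction under every alternative run, with log2 fold changes from −2.05 to −1.95, and its call under all but the t-test of the methods (log2 fold change −2.02, adjusted p = 0.242, against 4.7e-07 to 0.0088 under the others). The replicate numbers do not appear to pair the pools, since the correlations of their deviations between same-numbered WT and KO pools were −0.03, 0.09 and −0.01, and the replicate block was run only as an alternative. Except where fewer or more probe sets or pools entered, the cause of the changes below was not tested. On arrays the signal over background limits dim genes: of the 667 genes past the thresholds of the methods by limma, 553 lay below the median level, not counting Sly, Srsy and Astx5, which also did.

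The count of called probe sets, 2, was 0 with the t-test of the methods, 10 with trend and robust estimation, 7 with centered arrays, 6 with repeated quantile normalization, 1 without dim probe sets, 50 over all probe sets (49 higher and 1 lower in KO), 1 with the replicate block, 7 with array weights and 1 with the striatal marker score as a covariate, which was chosen after seeing the data. Leaving out 1 pool gave 1 to 6, the highest without WT 1. The count past the thresholds of the methods, 738, was 452 with the t-test, 140 without dim probe sets and 2439 over all probe sets, and 787 to 1124 with 1 pool left out, the highest without WT 3. Higher probe sets outnumbered lower ones without dim probe sets (71 and 69), over all probe sets (1251 and 1188) and without WT 2 (461 and 454). Lower ones were more numerous in the other settings. Of the paper's genes other than Itpka, 21 of 37 were past these thresholds. This count was 13 with the striatal score, and 12 to 21 with 1 pool left out, the lowest without KO 1. It was 11 without dim probe sets, a setting that takes dim genes such as Btk, Car6 and Ccr3 out of the 37. The drop to 11 therefore does not mean that all the genes lost from the count failed the thresholds. The number of shifted lists, 6, was 0 with estimated correlations, 0 by fry and 2 to 7 with 1 pool left out (2 without KO 1, 3 without WT 1). The number of lists with a share set apart, 3, was 1 with the t-test, 5 without dim probe sets and 1 with the replicate block. The 3 were the striatal markers, the choroid plexus markers and the genes of Fig. 3. Only the genes of Fig. 3 stayed with the t-test and with the replicate block. The study chose them on the same arrays, so their share is not independent evidence. The odds ratio for genes flanking Itpka, 2.46, was 1.81 and no longer past its test without the genes the paper names, and 1.78 to 3.4 with 1 pool left out. With 50 genes on each side it was 4.04, and with 25 genes 4.44, both past the test. Without the genes the paper names these were 2.67 (p = 0.021) and 2.28 (p = 0.157).

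The striatal list kept its call without each pool in turn (adjusted p = 3.7e-11 to 0.025). The choroid plexus list lost it without KO 1 (0.715), the oligodendrocyte list without KO 2 (0.445), the immediate early genes without WT 1 (0.139) or KO 1 (0.351), the cAMP list without WT 1 (0.164), KO 1 (0.219) or KO 2 (0.0927), with array weights (0.0613) and without the genes the paper names (0.161), and the genes of Fig. 3 without WT 1 (0.0711) or KO 1 (0.219). Without the striatal markers, a setting chosen after seeing the data, the cAMP list (0.267) and the genes of Fig. 3 (0.203) lost it. Other lists gained a call: interferon genes without dim probe sets (0.0442), blood cell markers with the replicate block (0.0406), mismatch repair genes with array weights (0.0383) or without WT 2 (0.0410), and GABAergic neuron markers without KO 3 (0.0098). Vmn1r129 lost its call with the t-test of the methods (0.463), the replicate block (0.294), the striatal score (0.448) and when any 1 pool other than WT 1 was left out (0.0962 to 0.273). With trend and robust estimation Sly, Vmn1r94, Pla2g4e, Ivd and B2m gained a call, and Sly or Vmn1r94 did under some of the other settings.

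Some values that did not pass changed sign, most of them small; Drd2, at −0.54, was not. The log2 change was 0.0040 for Rgs2 and 0.0049 for Camk2a with centered arrays. It was −0.015 for Itpkb, −0.0071 for Ppp1cb and −0.015 for Cck with repeated quantile normalization. It was −0.054 for Itpkb, −0.025 for Ppp1cb, −0.0044 for Ifna4 and 0.00067 for Gad1 with array weights. It was −0.071 for Itpkb, 0.066 for Drd2, −0.078 for Ppp1cb, 0.014 for Rgs2, 0.065 for Gad1 and −0.00011 for Cck with the striatal score. With 1 pool left out the ranges were −0.026 to 0.034 for Rgs2, −0.070 to 0.061 for Itpkb, −0.089 to 0.013 for Gad1, −0.010 to 0.083 for Ifna4, −0.023 to 0.023 for Camk2a and −0.038 to 0.068 for Ppp1cb.

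Some lists with no shift also changed direction, at these adjusted p. Without dim probe sets they were 0.766 for astrocytes, 0.990 for MAPK, 0.642 for chemokines and 0.766 for phospholipases A2. With repeated quantile normalization they were 0.820 for astrocytes and 0.820 for MAPK. With array weights they were 0.742 for the basolateral list and 0.726 for astrocytes. Chemokines gave 0.904 with trend and robust estimation and 0.859 without the genes the paper names, and the central amygdala list 0.974 by fry. With the replicate block it was 0.991 each for the central amygdala, astrocyte and chemokine lists. With 1 pool left out the ranges were 0.291 to 0.988 for central amygdala, 0.596 to 0.857 for endothelial, 0.434 to 0.971 for pan-neuronal, 0.666 to 0.988 for chemokine, 0.522 to 0.899 for thalamic, 0.475 to 0.900 for astrocyte, 0.0514 to 0.951 for basolateral and 0.639 to 0.971 for MAPK lists. The odds ratio of a share turned for MAPK (2.55) and chemokines (0) without dim probe sets, and for choroid plexus (0) and PLC signaling (0.871) with the t-test.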

Differences from the paper's values

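The paper's count of differentially expressed gene transcripts is 265, and 738 probe sets passed the same thresholds here by limma. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's count. The t-test of the methods gave 452, probe sets above the median level gave 140, all probe sets gave 2439, and the others gave 725 to 1124.

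Fig. 3 shows Btk, Myl12b and Serpina5 higher in KO by qRT-PCR, while their log2 changes on the arrays were −0.28, −0.09 and −0.29. Fig. 2c draws Btk and Myl12b lower in KO, the direction found here. Fig. 2c also draws Drd2 lower in each KO column than in each WT column, while the values here give 9.90 in KO 3 and 9.10 in WT 3. By qRT-PCR the paper reports Drd2, Pdyn, Gng7, Lcn2 and Fos as significantly lower in KO, and Pak6, Commd7 and Ivd as strongly lower. Each of these genes also had a negative log2 change on the arrays. The paper describes Ifna4 and Pla2g4e as strongly higher by qRT-PCR, and their log2 changes on the arrays were 0.03 and 0.88. It takes the 18 genes of Fig. 3 from its differentially expressed genes, while of the 16 with a value here Drd2, Fos, Myl12b, Ppp1cb and Ifna4 were not past the thresholds of the methods by limma on their brightest probe set and 11 were. By the test that the methods name 8 were, since Pdyn, Lcn2 and Serpina5 were also not past. A second, dim probe set of Ppp1cb was past by limma alone, with a log2 change of −0.38 that was −0.15 without KO 1. For the genes labeled in Fig. 2c as a whole, all 29 with a value here had the direction drawn on their brightest probe set; Ppp1cb, drawn higher, had it by only 0.01, and its second probe set went the other way.

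The paper reports chemokine and MAPK pathways and anxiety-related genes as enriched among its genes, by IPA's gene sets. In the lists fixed here the shares past the thresholds by limma were not set apart (Fisher's exact test, adjusted p = 0.776 for chemokines, 1 for MAPK signaling and 0.776 for the anxiety list), while a test of changes in either direction, which does not compare a list with other genes, gave an adjusted p of 0.0012 for chemokines (fry, mixed). The paper describes the MAPK, cAMP and PLC pathways as biased toward inhibition, by a score on IPA's gene sets. In the lists fixed here, which hold other genes and carry no such score, 22 of 41 MAPK genes and 36 of 63 PLC, IP_3_ and calcium genes were higher in KO, while 29 of 47 cAMP and G protein genes were lower. The direction of the MAPK list turned under several alternatives.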

Other observations

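Immediate early genes, which neurons induce with activity, were lower in KO as a group. Of 23 measured, 18 were lower and 5 higher, with a median log2 change of −0.12 (camera adjusted p = 0.0071; adjusted p = 0.67 with an estimated correlation), a call that ended without WT 1 (0.139) or KO 1 (0.351). Arc, a regulator of synaptic strength, had a log2 change of −0.28 (SE 0.12, and −0.19 without WT 1), Fosl2 of −0.24 (SE 0.07) and Sik1 of −0.22 (SE 0.08), while Nr4a2 had 0.22 (SE 0.07). Oligodendrocyte and myelin markers were lower, 14 of 16, among them the myelin genes Mobp (−0.30, SE 0.13, and −0.17 without KO 2) and Mag (−0.28, SE 0.12, and −0.16 without KO 2) and the tight junction gene Cldn11 (−0.29, SE 0.13, and −0.18 without KO 2). Their camera adjusted p was 0.0019 (adjusted p = 0.67 with an estimated correlation), and 0.445 without KO 2. All 12 choroid plexus markers were higher (camera adjusted p = 0.0019; adjusted p = 0.71 with an estimated correlation), but not without KO 1 (adjusted p = 0.715). Ttr, the transthyretin gene, was 9.44 ± 0.28 (SD, n = 3 pools) in WT and 10.96 ± 1.83 (SD, n = 3) in KO on the log2 scale, a log2 change of 1.53 that was 0.51 without KO 1.

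Lists of other cell types and regions did not pass the test. The camera adjusted p was 0.99 for central amygdala markers, with 8 of 15 higher, and 0.99 for basolateral amygdala and cortical excitatory neuron markers, with 7 of 17 higher. It was 0.199 for GABAergic neuron markers, with 13 of 17 lower (0.0098 without KO 3), 0.768 for pan-neuronal genes, 0.986 for astrocyte, 0.301 for microglia, 0.973 for endothelial and mural cell, 0.118 for blood cell (0.0406 with the replicate block) and 0.973 for thalamic and hypothalamic markers. Of 21 phospholipase A2 genes, 9 were higher and 12 lower (adjusted p = 0.768), with a median log2 change of −0.06 and a mean of 0.02; by fry's test of changes in either direction their adjusted p was 0.0050, and that of the genes of Fig. 3, which the study chose on these arrays, 0.0044. Of 24 interferon genes, 16 were lower (adjusted p = 0.204, and 0.0442 without dim probe sets), with Usp18, an interferon-induced protease, at −0.26 (SE 0.09).

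Genes near Itpka on chromosome 2 (gene order of GRCm38.p6) were past the thresholds of the methods by limma more often than others, 14 of 200 (5 higher, 9 lower) against 652 of 21979 (odds ratio 2.46, 95% confidence interval 1.31 to 4.27, Fisher's exact test, p = 0.0030), among them Pla2g4e, Chp1, Ivd and Pak6 and, not named by the paper, B2m (log2 change −0.34), Knstrn (−0.44), Zfp106 (0.29) and Wdr76 (0.30), which were singled out after their values were seen. A hypothesis written before the data were examined, from gene names in Fig. 2c, is that a chromosome region carried along with the targeted allele may add to these differences. Without the genes the paper names, 10 of 195 were past (odds ratio 1.81, interval 0.851 to 3.43, p = 0.0811), which meets the bound set beforehand against the hypothesis, but this bound was a poor one, since the interval holds both no excess and the excess seen with all genes. In a test chosen after these results, the median absolute moderated t of the 200 genes around Itpka was 1.06 against 0.81 for all windows, and 0.273% of 17924 windows were as high, all 49 of them on chromosome 2, but 12.7% held as many genes past the thresholds, up to 20 in a window on chromosome 7. Neighboring windows share nearly all of their genes, so they are not separate observations and neither share is a p-value. The window with the highest median was centered on Meis2, 50 genes from Itpka, and overlaps the window around Itpka. An effect of the loss of IP_3_K-A on its neighbors stays open, since every KO pool carries both the deletion and any linked variants.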
